# Identification of Two Distinct Classes of the Human INO80 Complex Genome-Wide

**DOI:** 10.1534/g3.117.300504

**Published:** 2018-03-06

**Authors:** John S. Runge, Jesse R. Raab, Terry Magnuson

**Keywords:** INO80 Complex, Polycomb Repressive Complex 2, P300, H3K27me3, H3K27ac, Genome Report

## Abstract

Chromatin remodeling and histone modifying enzymes play a critical role in shaping the regulatory output of a cell. Although much is known about these classes of proteins, identifying the mechanisms by which they coordinate gene expression programs remains an exciting topic of investigation. One factor that may contribute to the targeting and activity of chromatin regulators is local chromatin landscape. We leveraged genomic approaches and publically-available datasets to characterize the chromatin landscape at targets of the human INO80 chromatin remodeling complex (INO80-C). Our data revealed two classes of INO80-C targets with distinct chromatin signatures. The predominant INO80-C class was enriched for open chromatin, H3K27ac, and representative subunits from each of the three INO80-C modules (RUVBL1, RUVBL2, MCRS1, YY1). We named this class Canonical INO80. Notably, we identified an unexpected class of INO80-C targets that contained only the INO80 ATPase and harbored a repressive chromatin signature characterized by inaccessible chromatin, H3K27me3, and the methyltransferase EZH2. We named this class Non-Canonical INO80 (NC-INO80). Biochemical approaches indicated that INO80-C and the H3K27 acetyltransferase P300 physically interact, suggesting INO80-C and P300 may jointly coordinate chromatin accessibility at Canonical INO80 sites. No interaction was detected between INO80-C and EZH2, indicating INO80-C and EZH2 may engage in a separate form of regulatory crosstalk at NC-INO80 targets. Our data indicate that INO80-C is more compositionally heterogenous at its genomic targets than anticipated. Moreover, our data suggest there is an important link between INO80-C and histone modifying enzymes that may have consequences in developmental and pathological contexts.

ATP-dependent chromatin remodeling complexes (remodelers) comprise a class of highly conserved protein complexes that mediate nucleosome position throughout the genome (Clapier and Cairns 2009). Each remodeling complex contains a catalytic ATPase that breaks histone-DNA contacts using ATP hydrolysis and often includes additional proteins that facilitate nucleosome targeting and mobilization (Clapier and Cairns 2009; Runge *et al.* 2016). Much is known regarding the composition and molecular capabilities of remodelers, yet the factors regulating the function of remodelers at genomic targets remain elusive. Because remodelers dictate the position of nucleosomes and in turn the regulatory output of epigenomic loci, understanding the factors that contribute to the targeting and local function of remodelers is a key aspect in chromatin regulation.

To approach the question of how the localization and function of remodelers are influenced by local chromatin architecture, we elected to study the human INO80 Complex (INO80-C). Details regarding the structural and biochemical assembly of INO80-C *in vitro* are well understood. Originally identified in a genetic screen for *S. cerevisiae* mutants sensitive to inositol (Ebbert *et al.* 1999), the catalytic ATPase of INO80-C, named INO80, was subsequently purified in a large complex that interacted with chromatin, hydrolyzed ATP, and mobilized nucleosomes in yeast (Shen *et al.* 2000). Crystal and electron microscopy structures of the yeast INO80-C recapitulated its nucleosome-targeting function (Tosi *et al.* 2013; Watanabe *et al.* 2015). Additionally, yeast INO80-C subunits have been shown to stimulate or facilitate nucleosome targeting and ATPase activity *in vitro* (Jónsson *et al.* 2004; Chambers *et al.* 2012; Watanabe *et al.* 2015; Yao *et al.* 2016; Willhoft *et al.* 2016). Loss of these proteins confers sensitivity to metabolic stress, polyploidy, and reduces cellular fitness (Chambers *et al.* 2012; Yao *et al.* 2016; Gowans *et al.* 2018). Interestingly, INO80-C subunits may pre-assemble before integrating into the complex (Yao *et al.* 2016; Zhou *et al.* 2017).

The INO80 protein serves as a scaffold for the rest of the complex in human cells (Chen *et al.* 2011), in agreement with how INO80-C is thought to assemble in yeast (Gerhold and Gasser 2014). Three sets of subunits form distinct modules through interaction with specific regions of the human INO80 protein (Chen *et al.* 2011) (Figure 1A). There are 15 mammalian constituents in total that comprise INO80-C (Jin *et al.* 2005; Chen *et al.* 2011). Two modules (Module 1 and Module 2, Figure 1A) are critical for INO80 hydrolytic and remodeling activities, where mutants lacking the modules render INO80-C unable to hydrolyze ATP, and recognize or slide nucleosomes *in vitro* (Cai *et al.* 2007; Chen *et al.* 2011, 2013). A third module (Module 3) is considered dispensable for these functions *in vitro* but contains DNA-binding and protein-modifying proteins potentiating an auxiliary function (Yao *et al.* 2008; Chen *et al.* 2011, 2013). These data suggest that the INO80 ATPase is more than the molecular engine for INO80-C. Instead, INO80 likely serves as a docking site for its subunits in a manner that is critical to its identification of suitable genomic targets and local remodeling function. We hypothesized that INO80 responds to site-specific chromatin-based regulatory cues that determine its function. To address this question we undertook a comprehensive characterization of INO80-C in human cells to identify putative relationships between chromatin signals and INO80-C function.

**Figure 1:**
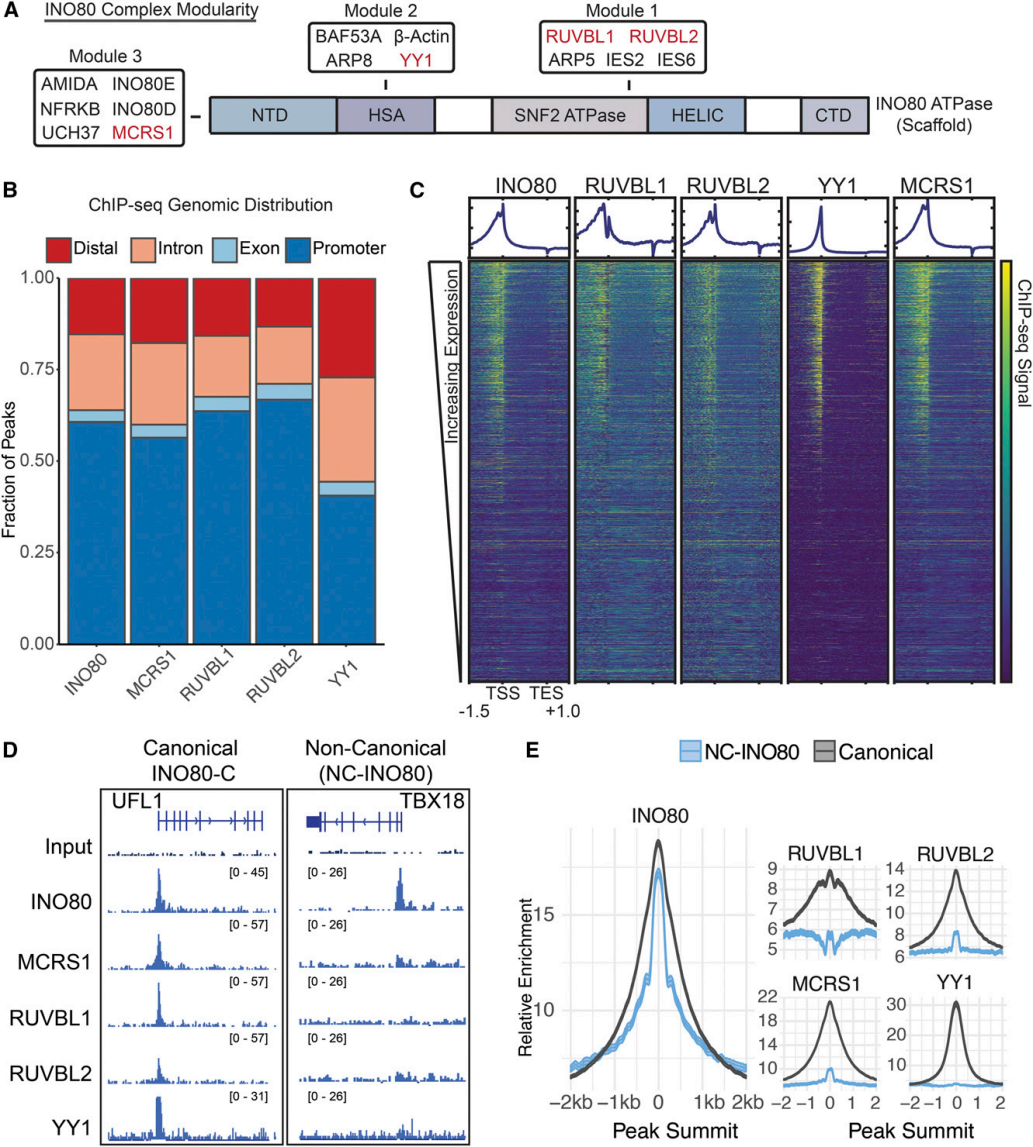
Genomic Occupancy of INO80-C Members Reveals Two Distinct Types of Sites. A. Schematic of INO80 protein and locations of binding modules, proteins mapped by ChIP-seq are highlighted in red. B. Genomic distribution of INO80-C members. C. ChIP-seq signal of INO80-C subunits aligned relative to gene units (-1.5kb upstream to +1kb downstream). Rows are ordered based on expression of all expressed genes in HepG2 cells (n = 17157). D. ChIP-seq signal example of Canonical INO80 and NC-INO80 sites. E. Metagene plots of signal for INO80 and 4 others mapped INO80-C subunits aligned to midpoint of NC-INO80 and Canonical INO80 sites (n = 4949 NC-INO80, n = 18716 Canonical).

## Materials and Methods

### Cell Culture

HepG2 cells were purchased from the ATCC and grown in DMEM (Gibco, Life Technologies) supplemented with 10% Fetal Bovine Serum and penicillin/streptomycin (100 units/mL).

### Antibodies

BAF53A: LifeSpan Biosciences LS-C196606 (Western). EZH2: Millipore 07-400 (ChIP, IP, Western). INO80: Abcam ab105451 (ChIP, IP, Western). MCRS1: Proteintech 11362-1-AP (ChIP). RUVBL1: Bethyl A304-716A (ChIP) and Abcam ab51500 (Western). RUVBL2: Bethyl A302-537A (ChIP) and Abcam ab89942 (Western). SUZ12: Cell Signaling 3737S (Western). YY1: Santa Cruz sc-1703 (Western).

### Chromatin Immunoprecipitation

#### Fixation:

HepG2 cells were fixed using 0.3% formaldehyde in 1X PBS for 30 min at 4°. Fixative was quenched with 1/10 volume of 2M glycine for 5 min at room temperature. Cells were pelleted at 2000 rpm for 10 min at 4°, then washed 3 times by resuspension in 50mLs of ice cold 1X PBS and centrifugation at 2000 rpm for 10 min at 4°. Cells were aliquoted at 20 million cells and snap frozen using liquid nitrogen.

#### MNase ChIP:

ChIP was performed as previously described (Raab *et al.* 2015). Briefly, prior to beginning the ChIP, we washed Dynal Protein A beads 3 times with PBS + 0.5% BSA at 4°. We resuspended beads in 400μL of 1X + 0.5% BSA, then added 4-10ug of antibody and incubated overnight at 4°. The following day, we thawed the fixed cells for 30 min on ice. We then resuspended each pellet in 1mL swelling buffer (25mM HEPES + 1.5mM MgCl2 + 10mM KCl + 0.1% Igepal). We added 10mM PMSF and Proteinase Inhibitor Cocktail, and pooled the samples. The pooled samples were inverted for 10 min at 4° then dounced 20 strokes. We pelleted nuclei at 2000 rpm for 7 min at 4°. Nuclei were resuspended in 5mL Sucrose Buffer A (0.32M Sucrose, 15mM Hepes pH 7.9, 60mM KCl, 2mM EDTA, 0.5mM EGTA) + PMSF and Proteinase Inhibitor Cocktail. Then 5mL Sucrose Buffer B (30% Sucrose, 15mM Hepes pH 7.9, 2mM EDTA, 0.5mM EGTA) was gently added. We centrifuged the sucrose solution at 3000 rpm for 10 min at 4°, then washed the pellet in 10mL MNase Digestion Buffer (15mM Hepes pH 7.9, 60mM KCl, 15mM NaCl, 0.32M Sucrose) at 2000 rpm for 7 min at 4°. The pellet was resuspended in 1mL MNase Digestion Buffer per 4e7 cells + 3.3μL 1M CaCl2 per mL + PMSF and Proteinase Inhibitor Cocktail, then incubated for 5 min at 37° to warm. We added MNase at 0.5μL/1e7 cells and incubated for 15 min at 37°. Following digestion, the MNase was chelated using 1/10 volume 0.5M EDTA on ice for 5 min. We added 1 volume of 2X IP Buffer (20mM TrisCl pH 8, 200mM NaCl, 1mM EDTA, 0.5mM EGTA), then passed the sample for a 20G needle 5 times and a 25G needle 5 times. The sample was split into microcentrifuge tubes and centrifuged at 13,000 rpm for 15 min at 4° to remove debri. We pooled the supernatants and placed on ice for 1 hr. The pellets were resuspended in 1mL 1X IP Buffer (10mM Tris-HCl pH 8, 100mM NaCl, 1mM EDTA, 0.5mM EGTA) and inverted for 1 hr at 4°. Then we centrifuged the sample and mixed the supernatant with S1. We added 1% Triton-X 100 to the chromatin. The sample was split evenly to the prepared beads, after they were washed twice with 1X PBS + 0.5% BSA and twice with 1X IP Buffer. We saved 10% of the sample for input and incubated the IPs overnight at 4°. The following day we washed the beads 10 times with Agilent RIPA wash by adding 1mL wash buffer and inverting for 4 min at 4°. Beads were subsequently washed one time with 1X TE + 50mM NaCl before elution at 65° with agitation using 100μL 1% SDS + 100mM NaHCO3 made freshly. We removed the supernatant and treated with 5μL of 5M NaCl overnight to reverse the crosslinks. We cleared RNAs and proteins by adding 3μL RNaseA for 45 min at 37C and then Proteinase K for 2 hr at 56°. Precipitates were purified using the Zymo Clean and Concentrator ChIP Kit and quantified using qubit before library preparation.

### Immunoprecipitation

#### Preparation of Nuclear Lysates:

Cells were washed with PBS, then centrifuged for at 1300 rpm for 10 min at 4°. Cells were washed with 20 packed cell volumes with hypotonic cell lysis buffer (10mM HEPES-KOH pH 7.9, 1.5mM MgCl2, 10mM KCl, 0.5mM DTT) plus protease inhibitors and placed on ice for 10 min to swell. Cells were then centrifuged at 1300 rpm for 10 min at 4°. Cells were dounced with 2 packed cell volumes of hypotonic cell lysis buffer. Nuclei were pelleted at 1300 rpm for 10min at 4°. Nuclei were washed with 10 packed cell volumes with hypotonic cell lysis buffer and centrifuged at 5000 rpm for 10 min. Extractions were performed with 60μL of nuclear lysis buffer (20mM HEPES-KOH pH 7.9, 25% glycerol, 420 mM KCl, 1.5mM MgCl2, 0.2mM EDTA, 0.5mM and protease inhibitors) per 100μL cell pellet. Lysates were clarified at 14,000 rpm for 10 min at 4° between extractions. Lysates were diluted with storage buffer (20mM HEPES-KOH pH 7.9, 20% glycerol, 0.2mM EDTA, 0.2mM DTT) to bring final KCl concentration to 150mM.

#### Immunoaffinity:

Prior to beginning the IP, we washed Dynal Protein A beads 3 times with PBS + 0.5% BSA at 4°. We resuspended beads in 400μL of 1X + 0.5% BSA, then added 5ug of antibody and incubated overnight at 4°. The following day, we thawed the nuclear lysates on ice. Lysates were added to antibody-conjugated beads and incubated overnight. Beads were washed 7 times for 5 min each, in this order: 2X with IP Buffer (20mM HEPES-KOH pH 7.9, 0.15M KCL, 10% glycerol, 0.2mM EDTA pH 8.0, 0.1% Tween-20, 0.5mM DTT, and protease inhibitors), 3X with Wash Buffer (20mM HEPES-KOH pH 7.9, 0.1M KCL, 10% glycerol, 0.2mM EDTA pH 8.0, 0.1% Tween-20, 0.5mM DTT, and protease inhibitors), and 2X Final Buffer (20mM HEPES-KOH, pH 7.9, 60mM KCl, 10% glycerol, 0.5mM DTT, and protease inhibitors). Proteins were eluted from beads using 2X Laemmli buffer with 1:10 DTT for 10 min at 95C. Beads were magnetized and supernatants stored at -20°.

### Glycerol Gradient Sedimentation

Density sedimentation was performed as previously described (Kadoch and Crabtree 2013). Briefly, 500μg of HepG2 nuclear lysates were suspended in 0% glycerol HEMG buffer (25mM HEPES pH 7.9, 0.1mM EDTA, 12.5mM MgCl2, 100mM KCL, DTT and PMSF), loaded into a glycerol gradient (10mL 10–30% glycerol in HEMG), and centrifuged at 40K RPM for 16 hr at 4°. 500μL fractions were collected, suspended in 2X Laemmli buffer with 1:10 DTT, and boiled for 5 min at 95° prior to western blot analyses.

### ChIP-seq analysis

#### Mapping:

Reads were aligned to hg19 using bowtie2 (Langmead and Salzberg 2012) using the–sensitive parameters, and duplicates were removed using samtools (Li *et al.* 2009). For visualization bigwig tracks were generated using Deeptools (version 2.2.2) bamCoverage tool with a binsize of 10bp and extending fragments to the approximate nucleosome size of 150bp. Tracks can be visualized using IGV (Robinson *et al.* 2011) and bw files are available in GEO Accession number GSE97411.

#### Peak Calling:

Peaks were called using Macs2 (version 2.1.0 (Zhang *et al.* 2008)) using the narrowpeak mode using the following parameters. Qval = 0.001–keep-dup-all–shift 37–nomodel–extsize 147. Additionally, we filtered the peaks against the ENCODE blacklist regions and further recursively merged any peaks within 500bp of the nearest peak.

#### Definition of Non-Canonical sites:

We defined Canonical INO80 and Non-Canonical INO80 sites using a simple overlap approach. We used the filtered and merged peak files generated above to define INO80 bound regions that did not have any overlap with any of the other INO80-C subunit sites.

#### Comparison With ENCODE Data:

Raw fastq files for YY1 were downloaded from the ENCODE project and processed as with other INO80-C subunits. H3K27ac, H3K27me3, and EZH2 data bam alignment files were downloaded and used to generate bigwig files as above. Coverage at regions of interest were generated using Deeptools (version 2.2.4 (Ramírez *et al.* 2016) with the computeMatrix function using a binsize of 10bp using the bigwig files generated above. These were further processed using the heatmapper module of deeptools or using ggplot2 in R (version 3.2.2).

### RNA-seq analysis

For gene expression analysis, we used our previous RNA-seq data in HepG2 cells (Raab *et al.* 2015). Expression analysis was carried out on single end 50bp reads. Gene expression levels were quantitated using kallisto (Bray *et al.* 2016). These data were converted to counts and summarized per gene using tximport (Soneson *et al.* 2015). When comparing genes associated with the two classes, we assigned genes to the nearest peak.

### Data Availability

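HepG2 cells, a human liver cancer cell line, were transfected with 50 nM of a control siRNA (NTG) or of either of 2 siRNAs against INO80 (siINO80#1 and siINO80#2), and stranded mRNA libraries were made from 3 replicates per group after 72 h. Replicates carry the letters A, B and C in every group. The authors deposited normalized counts for 34825 gene symbols, and the paper's text does not name the quantification, the annotation or the genome build used for these libraries. All values (100% in each library) were whole multiples of a single step per library. They are therefore whole counts divided by 1 size factor per library. Dividing by that step recovered the counts, which are called reads here. Rounded estimates of counts would look the same and were not told apart from counted reads. Libraries held between 17154152 and 19621107 reads in NTG (median 18494289), between 17093574 and 23229356 in siINO80#1 (median 19732294), and between 17823161 and 25369547 in siINO80#2 (median 23386989). Normalized counts were tested as log2(value + 1) with limma, in 1 fit of the 9 libraries over the 14034 genes with a mean of at least 10, with Benjamini-Hochberg adjustment, and fold changes on this scale understate the change of genes with low counts. INO80, which lies on chromosome 15 of GRCh37 from 41271078 to 41408478 on the minus strand and overlaps the antisense gene INO80-AS1, had 1264 ± 82.2 normalized counts in NTG (SD, n = 3), 608 ± 31.3 in siINO80#1 (SD, n = 3), and 460 ± 21.7 in siINO80#2 (SD, n = 3). Every siINO80 library was below every NTG library. The log2 fold change of INO80 was -1.05 for siINO80#1 (standard error 0.08, adjusted p = 5.1e-06 from limma) and -1.46 for siINO80#2 (standard error 0.08, adjusted p = 3.6e-07 from limma). With the replicate letter as a block in the limma fit, the fold changes did not move and the adjusted p-values were 2.6e-05 and 3.2e-06. Libraries with the same letter deviated together from their group means only weakly, with a mean correlation of 0.10 over 9 pairs. Rescaling each library to the same total moved the INO80 fold changes most, to -1.14 for siINO80#1 and -1.56 for siINO80#2. Across these libraries siINO80#1 left 48.1% of the mean INO80 level of NTG and siINO80#2 left 36.4%.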

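In a separate experiment, HepG2 cells were exposed to 1 μM EPZ-6438, an inhibitor of the H3K27 methyltransferase EZH2, or to DMSO from 3 days before transfection with 50 nM of NTG or of an siRNA against MCRS1 (siMCRS1), and were harvested 72 h after transfection. The authors deposited these libraries in a second table of normalized counts with its own scaling, so no value was compared between the tables, and each comparison was tested within its table as for the INO80 siRNAs over 14312 genes. There were 2 libraries of DMSO with NTG (33655922 and 34954800 reads), 3 of DMSO with siMCRS1 (26038505 to 36478361, median 34469027), 3 of EPZ-6438 with NTG (29339336 to 47397233, median 29804467), and 2 of EPZ-6438 with siMCRS1 (43324984 and 46879786). MCRS1, on chromosome 12 of GRCh37 from 49950327 to 49961928 on the minus strand, had 1430 ± 208 normalized counts in DMSO with NTG (SD, n = 2) and 114 ± 28.5 in DMSO with siMCRS1 (SD, n = 3). In EPZ-6438 it had 1363 ± 166 normalized counts with NTG (SD, n = 3) and 108 ± 24.8 with siMCRS1 (SD, n = 2). The log2 fold change of MCRS1 was -3.66 in DMSO (standard error 0.23, adjusted p = 5.9e-06 from limma) and -3.66 in EPZ-6438 (standard error 0.23, adjusted p = 3.5e-06 from limma). Its difference between the 2 treatments was 0.00 on the log2 scale (standard error 0.32, adjusted p = 1.00 from limma). Rescaling each library to the same total moved the fold changes most, to -3.89 in DMSO and -3.89 in EPZ-6438, and quantile normalization moved them the other way, to -3.43 in DMSO and -3.53 in EPZ-6438. The columns of most of these libraries carry numbers where the sample labels carry letters, so libraries were not paired.

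**Figure D1:**
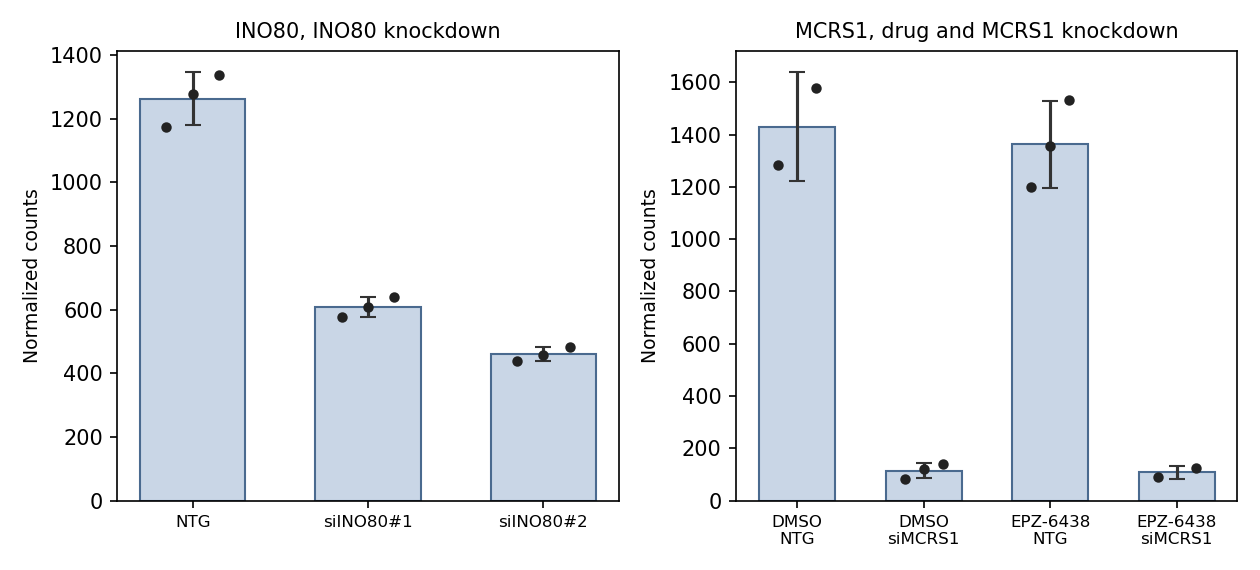
Normalized counts of INO80 in the INO80 knockdown libraries (left) and of MCRS1 in the drug and MCRS1 knockdown libraries (right). Bars are group means, whiskers are SD and points are single libraries, and the highest siMCRS1 library (140.2 normalized counts) sits far below the lowest NTG library (1201).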

All raw and processed data are deposited under accession number GSE97413.

ChIP-seq data are deposited under series GSE97411

Processed peak calls for ChIP can be found in Table S1.

## Results

### Identification of a Distinct INO80 Binding Class Devoid of Canonical Subunits

To investigate the factors that influence INO80-C function throughout the genome, we performed ChIP-seq for 4 subunits of INO80-C in the liver cancer cell line HepG2. We obtained data for a fifth subunit in HepG2, YY1, from ENCODE ((ENCODE Project Consortium 2012) Accession ENCFF000PSE, ENCFF000PSD). Together, the five subunits we mapped are representative of the three modules that form INO80-C (Figure 1A) (Chen *et al.* 2011). Our ChIP-seq experiments showed that human INO80-C subunits localized to genomic elements at a similar ratio to one another, consistent with a unified function (Figure 1B). The majority of binding sites were found proximal to the promoter, with a large fraction of peaks (∼40%) associated with distal or intronic regions. YY1 bound genomic elements at a moderately different proportion than INO80, RUVBL1, RUVBL2, and MCRS1, consistent with its known promiscuity as a DNA-binding regulatory partner for several other complexes (Gordon *et al.* 2006). Additionally, the INO80-C subunits were markedly enriched around transcription start sites (TSS) of highly expressed genes (Figure 1C). Interestingly, the subunits were not enriched at transcription end sites (TES) (Figure 1C), despite evidence that INO80-C binds both TSSs and TESs in yeast (Xue *et al.* 2015, 2017). This observation suggests that nucleosome depletion near the transcription end site does not depend on INO80-C in human cells (Fan *et al.* 2010). Such an organism-specific distinction is consistent with organismal differences in genome organization and the identification of mammalian specific INO80-C subunits that are not present in other eukaryotes (Jin *et al.* 2005).

We were surprised to find that 22% of INO80 ATPase peaks did not overlap RUVBL1, RUVBL2, MCRS1, or YY1 (Figure 1D, E). We separated INO80 ChIP-seq peaks into two categories to analyze this unexpected group further. The first category, named Canonical INO80, refers to sites where the INO80 ATPase displayed co-occurrent peaks with any other protein we mapped (RUVBL1, RUVBL2, MCRS1, and YY1). The second category, named Non-Canonical INO80 (NC-INO80), contains only the INO80 peaks that displayed no overlap with peaks of other INO80-C subunits. To determine the genome-wide enrichment of INO80-C subunits in the two categories, we measured signal for INO80, RUVBL1, RUVBL2, MCRS1, and YY1 in both (Figure 1E). INO80 itself displayed high signal in both categories (Figure 1E) indicating that the two groups are robust INO80 targets. Although the other subunits exhibited high signal at Canonical INO80 sites genome-wide as expected, they showed very low ChIP-seq signal at NC-INO80 sites (Figure 1E). The two categories of INO80 targeting also exhibited different widths for INO80 enrichment at the peak summit (Fig. S1A). Given the role of INO80 as a scaffold for its biochemical partners, we hypothesized that the NC-INO80 sites represented a meaningful unidentified class of INO80 targeting.

### NC-INO80 Class Harbors Heterochromatin Signature

Biochemical evidence suggests the remodeling activity of INO80-C is most efficient when its subunit modules are intact. Therefore we measured chromatin accessibility at Canonical INO80 and NC-INO80 sites using ENCODE DNase-seq data in HepG2. Canonical INO80 sites displayed high signal by DNase-seq (Figure 2A). Because INO80-C binding is associated with highly expressed genes (Figure 1), these data support a model where INO80-C mobilizes nucleosomes to facilitate chromatin accessibility. In contrast, DNase-seq signal at NC-INO80 sites was low (Figure 2A) suggesting INO80 is not able to facilitate chromatin accessibility at these sites.

**Figure 2:**
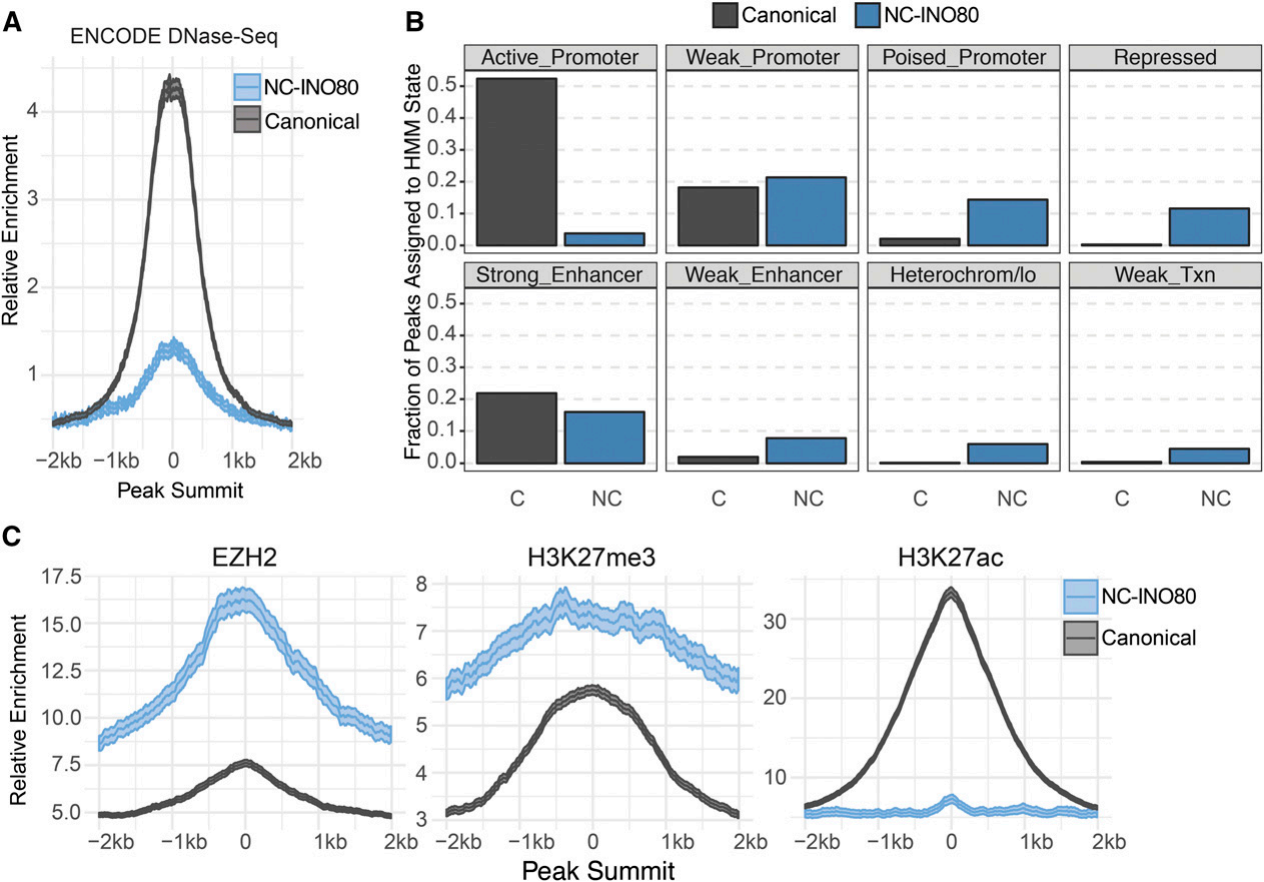
Characterization of Chromatin Features at Canonical and Non-Canonical INO80 Sites. A. DNase signal at each class of peaks generated using ENCODE Data (Accession #ENCSR149XIL). B. Fraction of INO80 peaks from each class that are localized to different types of ChromHMM states (Ernst *et al.* 2011). C. Metaplots centered on Canonical INO80 and NC-INO80 sites for EZH2, H3K27me3, and H3K27ac. Data were generated by ENCODE (Accessions ENCSR000ARI, ENCSR000AOL, ENCSR000AMO).

To identify distinguishing chromatin features that influence INO80 targeting, we intersected our ChIP-seq datasets with chromatin state predictions from ENCODE in HepG2 (ChromHMM (Ernst *et al.* 2011)). We found that Canonical INO80 and NC-INO80 targets were enriched for distinct chromatin states (Figure 2B). More than 70% of Canonical INO80 targets overlapped chromatin states representing highly active chromatin, including states associated with active promoters and strong enhancers. Alternatively, the majority of NC-INO80 targets (65%) were co-localized with repressive chromatin states. Only a very small fraction of NC-INO80 peaks resembled active promoters. Approximately 20% of both INO80 classes were enriched for states associated with weak promoters and strong enhancers. In addition, we analyzed ENCODE ChIP-seq datasets in HepG2 to investigate specific co-regulatory candidates that may influence INO80 function at the two classes. Notably, the EZH2 methyltransferase from the Polycomb Repressive Complex 2 (PRC2) and the primary post-translational modification it deposits on lysine 27 of histone 3 (H3K27me3) were highly enriched at NC-INO80 sites, whereas signal for EZH2 and H3K27me3 were markedly lower at Canonical INO80 sites (Figure 2C). Moreover, the opposing modification on lysine 27 of histone 3 (H3K27ac) was absent from NC-INO80 sites but highly enriched at the Canonical INO80 class (Figure 2C). These data suggest Canonical INO80 and NC-INO80 targets represent functionally different regulatory elements. While Canonical INO80 interacts with active genomic elements and co-localizes with H3K27ac, NC-INO80 is strongly enriched for heterochromatin features including PRC2 and H3K27me3.

Additionally, we used our previous RNA-seq data in HepG2 cells (Raab *et al.* 2015) to determine the expression level of genes near Canonical INO80 and NC-INO80 sites. We assigned genes to either Canonical INO80 or NC-INO80 based on the nearest INO80 ChIP-seq peak. Genes targeted by NC-INO80 were expressed at dramatically lower levels than genes targeted by Canonical INO80 (Figure 3A). These data correlate with the repressive chromatin signature at NC-INO80 targets and implicate each class with its expected regulatory output based on local chromatin features.

**Figure 3:**
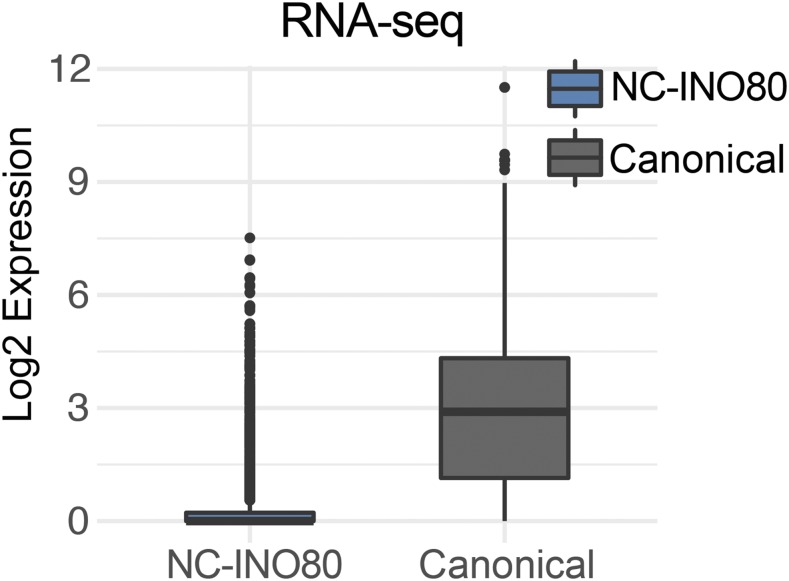
Expression of Genes near INO80 Targets Correlates with Local Chromatin State A. Gene expression in HepG2 of genes assigned by linear distance to INO80 peaks. Genes with assignments to peaks of both Canonical INO80 and NC-INO80 peaks were excluded.

### Biochemical Evidence of INO80-C Crosstalk With Histone Modifying Enzymes

We next performed a series of biochemical experiments to determine if INO80-C interacted with histone modifiers of the chromatin landscape from Canonical INO80 and NC-INO80 classes. First, we performed low-stringency co-immunoprecipitations to determine if INO80-C members interacted with PRC2. Although we detected robust interactions between members of the same complex, we did not detect any interaction between the INO80 ATPase and EZH2, or other members from opposite complexes (Figure 4A).

**Figure 4:**
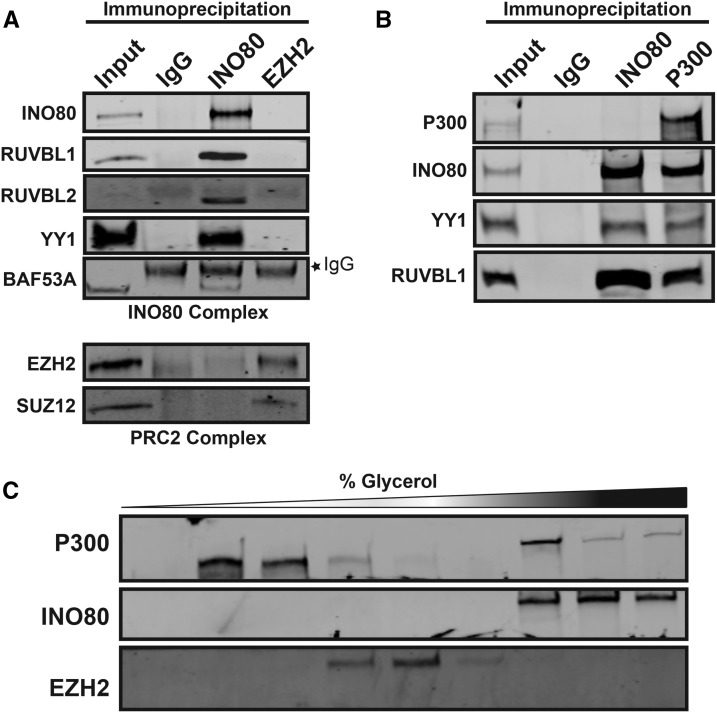
INO80 Interacts with the Histone Acetyltransferase P300. A, B. Immunoprecipitation for INO80 and EZH2 followed by western blotting for members of each complex. C. Western blots performed on fractions of glycerol gradient sedimentation in HepG2 cells.

Surprisingly, we observed interactions between members of INO80-C and P300 by co-immunoprecipitation under the same conditions (Figure 4B). P300 is a histone acetyltransferase that deposits acetylation on H3K27 and is known to be antagonized by H3K27me3 from PRC2 (Pasini *et al.* 2010). Interestingly, although P300 immunoprecipitation yielded the INO80 ATPase and subunits of INO80-C, we did not detect reciprocal interactions between P300 and the INO80 ATPase so we utilized an orthologous approach to validate the interaction. We performed glycerol gradient sedimentation to determine if P300 and the INO80 ATPase migrated in overlapping fractions, which would suggest they exist in a similarly-sized protein complex and indicates a physical interaction between them likely occurs. Indeed, P300 and the INO80 ATPase displayed overlap, distinct from EZH2 (Figure 4C). Importantly, P300 displayed a bimodal distribution where P300 was abundant in low glycerol concentrations suggesting an INO80-independent P300 likely exists. These data implicate INO80-C remodeling capabilities with the acetyltransferase activity of P300 but not necessarily vice versa.

## Discussion

Our data suggest that two remarkably distinct classes of INO80-C targeting exist in human cells (Figure 5). A class we named Canonical INO80 contained a histone modification signature consistent with active chromatin states (DNase sensitivity, H3K27ac) and was occupied by all the INO80-C subunits we mapped. The second class was marked by repressive chromatin features (DNase insensitivity, EZH2 and H3K27me3) and surprisingly lacked the INO80-C accessory subunits RUVBL1, RUVBL2, MCRS1, and YY1. We named this second class Non-Canonical INO80 (NC-INO80). Genes near Canonical INO80 exhibited high levels of expression, whereas genes near NC-INO80 were lowly expressed. We identified that INO80-C physically interacted with P300 under endogenous conditions, suggesting INO80-C and P300 coordinate chromatin accessibility jointly at Canonical INO80 sites. We did not detect interactions between INO80-C and PRC2 indicating that either these two complexes do not physically interact at NC-INO80 sites or that they may interact through non-physical means (antagonistic, sequential, mutually exclusive) that our genomics and biochemical approaches are unable to resolve. Given the stark differences in epigenomic signatures at the two classes of targets, these results suggest that local chromatin landscape is important to INO80-C targeting and function.

**Figure 5:**
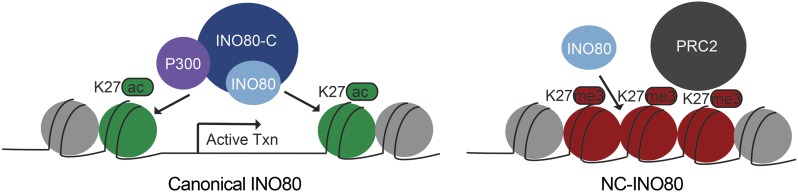
Two Distinct Classes of INO80-C Binding Genome-wide. A. Model illustrating the distinguishing characteristics of Canonical INO80 and NC-INO80 binding in HepG2 cells.

Our discovery that NC-INO80 correlates with inaccessible chromatin suggests that the INO80 ATPase binds widely across the genome, and that the appropriate chromatin context may determine the ability of INO80-C to assemble and remodel chromatin. This is consistent with a scaffolding function for the INO80 protein and its requirement for interaction with its accessory subunits to mobilize nucleosomes (Jónsson *et al.* 2004; Chen *et al.* 2011, 2013; Watanabe *et al.* 2015; Yao *et al.* 2016; Willhoft *et al.* 2016).

Zhou *et al.* recently proposed that *in vivo* assembly of INO80-C occurs in a stepwise fashion, which may explain the differences in subunit localization and chromatin features at Canonical INO80 and NC-INO80 targets (Zhou *et al.* 2017). In addition to their identification of a robust heterododecameric assembly of RUVBL1 and RUVBL2 bound to the INO80 ATPase, the authors found that RUVBL1 and RUVBL2 form a heterohexamer independently from INO80-C in yeast. Evidence suggests the recognition of the INO80 ATPase by RUVBL1-RUVBL2 and co-stimulation by ATP hydrolysis leads RUVBL1-RUVBL2 to facilitate complete INO80-C assembly and activity (Jónsson et al. 2004; Chen, Conaway, and Conaway 2013; Zhou et al. 2017). The authors suggested that perhaps after the remodeling function of INO80-C is completed, RUVBL1-RUVBL2 may be subsequently ejected from INO80-C, leading to disassembly of the complex, and recycling of RUVBL1-RUVBL2 as they await the appropriate signals to initiate and complete INO80-C assembly again. 

Aside from a model for stepwise assembly of INO80-C *in vivo*, one alternative explanation could be that INO80-C forms an array of complexes and subcomplexes throughout the genome, with each comprised of distinct sets of proteins that facilitate specific functions. Similar remodeling complexes to INO80-C, such as SWI/SNF, have been shown to exhibit striking compositional plasticity (Hodges *et al.* 2016). Genomics studies have demonstrated that variable SWI/SNF subunits exert discrete functions at loci that are differentially occupied (Euskirchen *et al.* 2011; Raab *et al.* 2015, 2017). For SWI/SNF, it has been proposed that this variability indicates that cells may contain dozens or even hundreds of SWI/SNF compositions (Kadoch and Crabtree 2015). For INO80-C, there have been far fewer instances of heterogeneity described in the literature to date. Our data suggest that at least two types of INO80-C target chromatin in human cells. While there may be subsets of complexes throughout the genome that our classification strategy does not address or that variability in antibody efficiency prevents us from detecting, it seems possible INO80-C is not quite as variable as SWI/SNF and instead contains a few specific subtypes and formations.

For instance, Xue *et al.* recently demonstrated that the INO80 ATPase forms a complex with transcriptional modifiers MOT1 and NC2, termed MINC (Xue *et al.* 2017). MINC suppressed transcription at its targets in yeast and murine embryonic stem cells. MOT1 and NC2 had been shown to jointly suppress transcription by inhibiting the function of the transcriptional activator TBP (van Werven *et al.* 2008; Koster *et al.* 2014) suggesting MINC antagonizes gene activation. Importantly, a subset of MINC targets correlated with factors from the Polycomb Repressive Complex 1 and exhibited low levels of TBP. These sites closely resemble the NC-INO80 targets we describe.

Interestingly, MINC also suppressed transcription at a set of targets that harbored active chromatin features (Xue *et al.* 2017). The localization of MINC to both active and repressive chromatin targets is consistent with our observations, although Canonical INO80 and NC-INO80 classes contain distinct INO80-C compositions. Perhaps MINC is a specialized variant of INO80-C, as other groups have demonstrated that INO80-C directs gene activation, as well as gene repression, in several contexts (Cai *et al.* 2007; Wang *et al.* 2014; Yao *et al.* 2016; Zhou *et al.* 2016; Gowans *et al.* 2018). In total, results from our group and others point to an impressive level of complexity for INO80-C in its targeting, molecular assembly, and functional output that is only beginning to be appreciated.

## Supplementary Material

Supplemental Material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300504/-/DC1.

Click here for additional data file.

Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

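The data are mRNA-seq libraries of HepG2 cells in 2 experiments. The first has NTG, siINO80#1 and siINO80#2 with 3 libraries each, and the second has DMSO with NTG (2 libraries), DMSO with siMCRS1 (3), EPZ-6438 with NTG (3) and EPZ-6438 with siMCRS1 (2). The paper's text does not describe these libraries, and its comparisons of gene expression use earlier RNA-seq data of HepG2 cells (Raab et al.), which were not analysed here. The ChIP-seq files were not used here.

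The authors deposited 1 table per experiment of a never-negative signal, gene counts divided by 1 size factor per library, for 34825 gene symbols. How the reads were aligned or quantified, and with which annotation, is not given for these libraries in the paper's text or the labels, which describe stranded libraries made with a Kapa kit. Whether the counting used the strand is not stated, so genes that overlap others are uncertain. Dividing each value by the smallest step of its library gave whole numbers, taken as reads, for 100% of the values. The recovered totals were 17093574 to 25369547 reads in the INO80 experiment and 26038505 to 47397233 in the drug experiment. A level of 3 reads, taken as the floor, was worth 2.30 to 3.58 normalized counts in the first and 2.13 to 4.30 in the second; it covers counting error only. Replicate libraries differed by more than sampling noise in every pair (chi-square per degree of freedom 9.45 to 121 over genes with at least 20 reads in the pair), so none was treated as a copy of another.

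Conditions and replicate letters came from the sample labels. Columns of the drug table were assigned to a group by their names, and only the EPZ-6438 siMCRS1 columns carry the letters of the labels. The pairing of the INO80 experiment comes from the letters that the labels share across groups; same-lettered libraries had a mean correlation of deviations of 0.10 (9 pairs) against -0.05 for other pairs (18 pairs).

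Values were transformed as log2(value + 1). Genes with a mean of at least 10 normalized counts over the libraries of an experiment were tested (14034 and 14312) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, all groups of an experiment in 1 fit), with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The effects compared were each INO80 siRNA against NTG, the INO80 siRNAs against each other, EPZ-6438 against DMSO in NTG libraries, siMCRS1 against NTG in each treatment, and the interaction of siMCRS1 with the treatment. Pearson's r of effects was taken across genes, which are not independent replicates. For the 2 INO80 siRNAs no NTG library served as control of both, and r was averaged over the 6 ways of dividing the NTG libraries.

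Genes near NC-INO80 and Canonical INO80 peaks were those named as nearest in the part of Table S1 that was read, 1998 INO80 peaks on chromosomes 1, 17, 18 and 19, with genes of both classes left out as in the legend of Figure 3. Of 131 NC-INO80 genes 90 were in the tables by symbol, and of 1011 Canonical genes 815. The classes were compared with limma's camera, as NC-INO80 against Canonical genes. Positions are from GENCODE v44 lifted to GRCh37, matched by symbol.

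Genes named in the text were set by a rule written before the values were seen: genes the paper names, and for each comparison the 3 largest changes in each direction among genes past the threshold with a mean of at least 50 normalized counts and with all treated libraries on the same side of all control libraries. For genes changed by both INO80 siRNAs the smaller of the 2 effects set the order. From these, only some are named.

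Alternatives were a pseudocount of 0.1 or 5, other filters on low values, rescaling to equal totals, quantile normalization, the replicate letter as a block (INO80 experiment), each library left out, only the groups compared in the fit, and eBayes without a trend. The edgeR 4.0.16 quasi-likelihood test with TMM normalization on the recovered reads was added after these were seen to be whole numbers. A filter and fit on the NTG libraries alone for EPZ-6438, and leaving out each NTG library for the expression of the classes, were also added after the values were seen. In tests on simulated data with 200 of 14034 genes changed, limma called 85.0% of the changed genes and edgeR called 85.5%. Of the limma calls, 5.03% were not changed genes. Far more genes passed in the real data, 5833 with siINO80#1 and 7725 with siINO80#2. The simulated rates therefore do not measure the error of those counts. For the words of 3' UTRs, the search found all 20 of 20 words planted with a log2 shift of 0.3. Words were scored on fold changes after removal of their trend on the length and GC content of the 3' UTR. Medians of genes with and without a word are of unadjusted fold changes. GC content and length came from the longest transcript of each symbol (96.6% and 96.2% of tested genes matched), and 3' UTRs from the longest annotated 3' UTR. Calculations outside R used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the figure was drawn with matplotlib 3.10.9.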

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

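The paper does not report on these libraries, so every response in them lies outside the data it analysed. The tests of sequence words in 3' UTRs, GC content, length, interferon-stimulated genes, depth and recurrence were chosen after the responses had been seen, and the counts, correlations and comparisons of classes were chosen before the data were examined. All of the fits use limma with Benjamini-Hochberg adjustment.

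With siINO80#1 against NTG, 5833 of 14034 genes passed an adjusted p of 0.05 (2912 higher and 2921 lower), and with siINO80#2 against NTG 7725 did (3733 higher and 3992 lower). With the replicate letter as a block the counts were 6327 and 8127. Both siRNAs changed 4850 genes the same way (2441 higher and 2409 lower; 5279 with the block) and 66 in opposite directions. Among the 6 libraries of each comparison, all libraries of one group lay on one side of all of the other for 57.2% of genes with siINO80#1 and 61.3% with siINO80#2, where chance gives 10%. Of the 4 splits of the 6 libraries that part all same-lettered pairs, only the real one, 1 of 4, gave as many genes for siINO80#1, and 1 of 4 for siINO80#2; the other 3 gave 0 genes in each case, but 4 splits are too few to reach a share under 0.05. For the count of genes changed by both siRNAs, 1 of 100 drawn splits (of 108 possible within letters) was as large, the real one. The next largest, 4090 and 4052 genes, kept the NTG libraries and exchanged siINO80 labels, and the largest count with other libraries as NTG was 2397. UNC93A fell from 1019 ± 181 normalized counts (SD, n = 3) to 23.3 ± 2.66 (SD, n = 3) with siINO80#1 and 24.8 ± 19.7 (SD, n = 3) with siINO80#2. EGR3 rose from 7.48 ± 1.66 (SD, n = 3) to 78.1 ± 14.4 (SD, n = 3) and 77.5 ± 23.1 (SD, n = 3). VGF rose from 50.5 ± 21.8 (SD, n = 3) to 377 ± 108 (SD, n = 3) and 787 ± 21.5 (SD, n = 3). GSTA2 also fell with both, to 14.3 and 14.8 from 305 normalized counts, but its reads could be shared with paralogs of the GSTA family.

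With siMCRS1 against NTG, 6830 of 14312 genes passed the threshold in DMSO (3307 higher and 3523 lower) and 7686 in EPZ-6438 (3839 higher and 3847 lower). These groups include 2-library groups, for which splits were not counted. VGF rose with siMCRS1 in DMSO as with the INO80 siRNAs, by 4.01 on the log2 scale (adjusted p = 2.5e-05). Of the genes raised by both INO80 siRNAs and tested in both experiments, 1657 of 2426 (68.3%) were also higher with siMCRS1 in DMSO and 80 were lower, where 24.0% of all tested genes were higher. Of those lowered, 1676 of 2407 (69.6%) were also lower and 46 were higher. Pearson's r across 13534 genes between the mean INO80 siRNA effect and the siMCRS1 effect, which share no library, was 0.66; for single siINO80 libraries in place of their mean it was 0.56 to 0.63. Between the 2 INO80 siRNAs r was 0.71, averaged over divisions of the NTG libraries, so the values are not built alike and their sizes were not compared.

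Such a shared response has a biological candidate, since INO80 and MCRS1 are subunits of one complex, and technical ones, since each effect is a difference from cells with the same kind of control siRNA. An siRNA can lower transcripts that match its seed in their 3' UTR, and a seed match of the control would appear as transcripts higher in every other siRNA. Among all 7-base words in the 3' UTRs of 10622 genes, the same word, GCAGTAC, had the highest score for siINO80#1 (14.9), siINO80#2 (11.4), siMCRS1 in DMSO (10.5) and siMCRS1 in EPZ-6438 (10.6), each above the largest score in 100 shuffles of genes where shuffles were run (5.34, 4.95 and 4.84 for the first 3). For siINO80#1 against siINO80#2 and for EPZ-6438 against DMSO, where NTG is on neither side or on both, its score was 0.03 and -2.79. The 834 genes with the word had a median log2 fold change of 0.27 with siINO80#1 against -0.02 for genes without it, 0.29 against -0.05 with siINO80#2, and 0.34 against 0.01 with siMCRS1 in DMSO. The pattern is in line with an off-target effect of the control siRNA, whose sequence was not used here, so the match to it was not tested. Over the 9788 genes without the word, r between the INO80 and MCRS1 effects was 0.69, against 0.71 over all 10622. Genes with the word therefore do not make the correlation by themselves. Genes without it could still change as a consequence of the control siRNA, so this value does not limit the share of that siRNA. Other words also passed the shuffles and were not followed up. AGGCTGA had the lowest score for siINO80#1 (-7.06), siINO80#2 (-5.65) and siMCRS1 in DMSO (-7.47). The medians of genes with and without it differed by little, but medians were not adjusted for 3' UTR length and GC content as the scores were. In the same order, TATTTAT scored 6.75, 7.34 and 7.05 and CCCCCGC 7.30, 6.78 and 7.19. Medians of genes with and without TATTTAT were 0.06 and -0.05, 0.09 and -0.10, and 0.17 and -0.07. GCAGTAC is therefore not the only word that goes with higher values in all 3 comparisons.

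Removing each library's trend on transcript GC content left r at 0.70, and removing the trend on transcript length left it at 0.67, against 0.68 before over the same 13132 genes. Of 25 listed interferon-stimulated genes, 11 of 19 tested were higher with siINO80#1 (median log2 fold change 0.13), 13 of 19 with siINO80#2 (median 0.31) and 5 of 18 with siMCRS1 in DMSO (median -0.53). None of these passed limma's camera as a set (the camera p-values were 0.65, 0.19 and 0.32 in that order). After every library was thinned to the reads of the smallest, r between the INO80 and MCRS1 effects was 0.658 against 0.660 before, 4765 genes changed the same way with both INO80 siRNAs, 6701 changed with siMCRS1 in DMSO and 7570 in EPZ-6438. After removal of the GC trend these counts were 5021, 6972 and 7529, against 4785, 6711 and 7530 among the same genes before. So GC content, length and depth did not account for the shared response under these tests. The listed interferon genes did not move the same way with all 3 siRNAs. The control siRNA may account for part of the response, and how large a part was not settled. What remains could be biological or a response to transfection of an active siRNA in general. With a single control siRNA these causes cannot be told apart. The r of 0.69 shows only that genes with the word in their 3' UTR are not the whole of it.

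Between siINO80#1 and siINO80#2 themselves, 3096 genes differed (1330 higher and 1766 lower with siINO80#2; 3590 with the block). The real split was 1 of 4 that part all same-lettered pairs and the other 3 gave 0 genes, again too few splits for a share under 0.05. INO80 itself was lower with siINO80#2 by -0.40 on the log2 scale (adjusted p = 0.0058). SLC5A3 had 11715 ± 555 normalized counts with siINO80#2 (SD, n = 3) and 2888 ± 369 with siINO80#1 (SD, n = 3), though it overlaps MRPS6 on the same strand, and DYNLL2 had 690.3 ± 82.0 (SD, n = 3) and 2938 ± 150.5 (SD, n = 3). GC content did not account for the difference (3347 genes after removal of its trend, 3057 before among the same genes). Genes with GTAAGGA in the 3' UTR were lower with siINO80#1 than with siINO80#2, with a score of 10.1 where the largest of 100 shuffles was 4.94. A seed effect of siINO80#1 would make the same word the lowest against NTG, and it ranked 2 there, behind AGGCTGA (scores -6.22 and -7.06), so the condition set for that explanation was not met. That condition was a poor one, because AGGCTGA also had the lowest score for siINO80#2 and siMCRS1 and so says nothing about siINO80#1, and the -6.22 of GTAAGGA lies beyond the lowest score of 100 shuffles (-5.19). The medians against NTG of genes with and without GTAAGGA differed by little (-0.02 and 0.00 on the log2 scale). The scores were adjusted for the length and GC content of the 3' UTR and these medians were not. Their small difference therefore cannot be set against the score. The word for siINO80#2, GTCGCAA, had a score of -5.58, where the lowest of 100 shuffles was -4.71. Between the siRNAs, genes with it had a median of -0.15 on the log2 scale, against -0.03 for genes without it. It ranked 214 for siINO80#2 against NTG, with a score of -2.98 that does not pass the lowest of 100 shuffles there (-4.72). Words shifted by 1 base also lay beyond the shuffles between the siRNAs. These were TAAGGAA (6.90) and TGTAAGG (5.07) for GTAAGGA, and TGTCGCA (-5.17) and AGTCGCA (-5.03) for GTCGCAA. Shifted words can mark the same sites, so they are not separate evidence. A seed effect of siINO80#1 or of siINO80#2 therefore remains a candidate explanation that these tests did not decide. The difference in INO80 level between the siRNAs is a further candidate that was not tested.

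EPZ-6438 against DMSO in NTG libraries changed 55 of 14312 genes (46 higher and 9 lower), and 2443 had an unadjusted p under 0.05. Of the 55, 33 rose by at least 1 on the log2 scale and 0 fell by as much. GJA1 had 60.6 ± 19.4 normalized counts in EPZ-6438 (SD, n = 3) and 6.69 ± 0.02 in DMSO (SD, n = 2), a log2 fold change of 2.95 (adjusted p = 0.019). In the siMCRS1 libraries, which entered the filter and the variances behind the 55 genes but not the contrast, 54 of the 55 changed in the same direction between EPZ-6438 and DMSO (45 of 46 higher and 9 of 9 lower), where 68.8% of all tested genes did so. The limit set beforehand for this test, 60%, lay below that share, so passing it is weak evidence by itself. With the filter and the fit on the NTG libraries alone, 128 genes passed, of which 41 were among the 55, and 126 of the 128 changed in the same direction in the siMCRS1 libraries, against 68.9% of all genes tested there. For the 55, the median of the 46 higher genes was 1.32 in NTG and 0.78 in siMCRS1 libraries. The number of genes was 55 after thinning to equal reads, 73 after removal of the GC trend and 108 after removal of the length trend. Splits were not counted because DMSO with NTG has 2 libraries. The libraries were not paired, so the 55 genes rest on a fit that leaves any variation shared by libraries of different groups in the residuals. A response mostly of higher expression is consistent with inhibition of a repressive methyltransferase, as a hypothesis that rests on the recurrence in 54 genes. A difference in handling between all EPZ-6438 and all DMSO libraries would recur in the same way and was not tested, and both the number of genes and which genes pass depend on the setting.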

How the results depend on the processing

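Counts of changed genes for the INO80 siRNAs against NTG and for siMCRS1 stayed within 1.5 times their values under every alternative run: 4711 to 6837 genes for siINO80#1, 6847 to 8127 for siINO80#2, 3995 to 5454 for both the same way, 5602 to 6992 for siMCRS1 in DMSO and 7000 to 7731 in EPZ-6438. The edgeR test on recovered reads, chosen after the values were seen, gave 5843, 7743, 4876, 6807 and 7722. With the replicate letter as a block the counts in the INO80 experiment were 6327 for siINO80#1, 8127 for siINO80#2, 5279 for both and 3590 for the difference between the siRNAs. No paired analysis was run for the drug experiment, because most of its columns carry numbers that the labels do not. The numbers 1 and 3 recur in DMSO with NTG, DMSO with siMCRS1 and EPZ-6438 with NTG. If they mark shared replicates, a fit with the number as a block is possible for these groups. Such a pairing was not assumed, and it could change the counts, including the 55 genes of EPZ-6438 against DMSO. Counts of genes, effects of named genes and shifts between the classes were not refitted where a group would have been left with 1 library. The r between the INO80 and MCRS1 effects was refitted in that case.

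Scaling moved the balance of directions. With each library rescaled to the same total, the median log2 fold change of all genes was -0.23 with siMCRS1 in DMSO and -0.23 in EPZ-6438, -0.08 with siINO80#1 and -0.11 with siINO80#2. The share of higher genes then went from 48.4% to 27.1% with siMCRS1 in DMSO, from 49.9% to 30.2% in EPZ-6438, from 49.9% to 39.8% with siINO80#1 and from 50.3% to 39.7% for both siRNAs; for siINO80#2 it went from 48.3% to 38.7%. Of the 6992 genes called with siMCRS1 in DMSO after rescaling, 5417 were among the 6830.

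EPZ-6438 against DMSO moved most. It gave 20 genes with all genes above 0 tested, 85 with quantile normalization and 19 without the eBayes trend, and from 4 to 20 across the 3 fits that each left out a library, against 55. For those 3 settings, 15, 49 and 15 of the genes were among the 55. Fitting only the groups compared gave 65 genes, of which 28 were among the 55, and with the filter on those libraries too, a choice made after the values were seen, 128 genes, of which 41 were. The number of genes that differed between the INO80 siRNAs ranged from 1948 to 3476 across the 6 fits that each left out a library. The interaction of siMCRS1 with EPZ-6438 stayed at 0 genes except for 1 to 3 when a library was left out (from 0 to 3 across 6 fits).

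Pearson's r between the 2 INO80 siRNA effects was 0.63 with a pseudocount of 0.1, 0.75 with 5, 0.47 over all genes above 0, 0.80 over genes with a mean of at least 50, 0.83 with all 3 NTG libraries as control of both, and from 0.65 to 0.70 across the 9 fits that each left out a library, against 0.71. Between the INO80 and MCRS1 effects r was 0.63 with a pseudocount of 0.1, 0.50 over all genes above 0, 0.70 over genes with a mean of at least 50, and from 0.61 to 0.67 across the 14 fits with a library left out, against 0.66. The 0.61 came from leaving out library 1 of DMSO with NTG, which leaves 1 library in that group. Leaving out library 3 of that group, with the same limit, gave 0.66. The cause of these differences was not tested, though all remained positive.

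The Canonical minus NC-INO80 difference in expression was 5.43 with a pseudocount of 5, 0.44 over genes with a mean of at least 50, which keeps 17 NC-INO80 genes, and 3.45 with genes of both classes kept, against 6.21; leaving out a NTG library gave 6.05 to 6.35. Each of the 4 shifts between the classes reversed under at least 1 alternative: to -0.111 for siMCRS1 with all genes above 0 and -0.0646 with promoter peaks only (from -0.18 to 0.16 with a library left out), to -0.0668 for EPZ-6438 with quantile normalization, and to -0.0337 for siINO80#1 and -0.00278 for siINO80#2 with Canonical genes matched on mean expression. For siMCRS1 that matching raised the shift from 0.04 to 0.34, and a mean of at least 50 raised it to 0.23. None passed p of 0.05 under any alternative, and the cause was not tested.

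For 84 effects of named genes, 1196 refits gave 1085 with the direction and side of the threshold kept, 111 weaker, 0 stronger and 0 reversed; 58 of the 111 came from leaving out a library.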

Other observations

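The tests of words, GC content, length, depth and recurrence are given with the responses they concern. In the 3 NTG libraries of the INO80 experiment, genes near NC-INO80 peaks had lower values than genes near Canonical INO80 peaks. The difference of medians of log2(value + 1) was 6.55, 5.94 and 6.16 in libraries A, B and C, over 90 NC-INO80 and 815 Canonical genes, and 32.2%, 26.7% and 28.9% of the NC-INO80 genes were at 0. The paper states the same order for its earlier RNA-seq data (Figure 3A). Only peaks on chromosomes 1, 17, 18 and 19 were read.

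Over the tested genes near the peaks that were read, the knockdowns and the drug did not move the classes apart measurably. The median log2 fold change of NC-INO80 genes minus that of Canonical genes was 0.14 with siINO80#1, 0.12 with siINO80#2, 0.04 with siMCRS1 in DMSO and 0.10 with EPZ-6438 in NTG libraries, over 37 NC-INO80 and 743 Canonical genes tested in the INO80 experiment and 40 and 742 in the drug experiment. With the replicate letter as a block the shifts of the INO80 siRNAs stayed at 0.14 and 0.12, and none of the shifts passed the threshold in limma's camera. Of the 4 splits that part same-lettered pairs, 1 of 4 gave a shift as large for siINO80#1 and 3 of 4 for siINO80#2, and 4 splits are too few for a share under 0.05. Most NC-INO80 genes were too low to be tested. The 1998 peaks read include 203 on chromosome 1 and 1114 on chromosome 19, so peaks may be missing on these chromosomes too. A gene with an unread peak of the other class would be placed in the wrong group. The result therefore does not speak for the whole classes of the paper.

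EPZ-6438 did not change the siMCRS1 effect of any gene at an adjusted p of 0.05: 0 of 14312 genes, and 336 at an unadjusted p under 0.05, fewer than the 5% chance gives. The libraries were not paired, so any variation that libraries of different groups share stayed in the residuals of this fit. Of the genes changed with siMCRS1 in both treatments, 2977 were higher and 3152 lower in both and 1 was opposite.

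Some other subunits of INO80-C passed the threshold with the knockdowns. So did 5833 of 14034 tested genes with siINO80#1 and 7725 with siINO80#2. With siMCRS1, 6830 of 14312 passed in DMSO and 7686 in EPZ-6438. The subunits were not tested against this background, so their changes do not show a response particular to the complex. RUVBL2 and NFRKB were higher with every siRNA against NTG, where an effect of the control siRNA is not excluded. Against the deposited scaling, INO80 was lower with siMCRS1, by -0.27 in DMSO (adjusted p = 0.039) and -0.35 in EPZ-6438 (adjusted p = 0.0097); the range over alternatives was -0.50 to -0.22 in DMSO and -0.59 to -0.34 in EPZ-6438, and INO80 lost significance in 5 of 12 refits in DMSO. The other subunits past the threshold with siMCRS1 in DMSO were INO80B (-0.81, adjusted p = 0.0018), INO80C (0.81, adjusted p = 0.00072), NFRKB (0.64, adjusted p = 0.00082), RUVBL2 (0.49, adjusted p = 0.034), YY1 (0.40, adjusted p = 0.0033) and INO80E (-0.36, adjusted p = 0.028). In EPZ-6438 these 6 passed with the same direction, and TFPT was lower (-0.49, adjusted p = 0.039). With siINO80#1 they were RUVBL2 (0.54, adjusted p = 0.00098), NFRKB (0.53, adjusted p = 0.00081), ACTB (0.32, adjusted p = 0.030), RUVBL1 (-0.31, adjusted p = 0.035) and UCHL5 (-0.26, adjusted p = 0.041). With siINO80#2 they were NFRKB (0.68, adjusted p = 9.0e-05), RUVBL2 (0.50, adjusted p = 0.00098), UCHL5 (-0.45, adjusted p = 0.0016), INO80E (0.37, adjusted p = 0.0013) and INO80D (0.27, adjusted p = 0.0066). None of these reversed under the alternatives run, but some lost the threshold in refits. With siMCRS1 in DMSO these were RUVBL2 (6 of 12), INO80E (2 of 12) and YY1 (2 of 12), and in EPZ-6438 TFPT (5 of 12, with a change as small as -0.10), RUVBL2 (3 of 12) and YY1 (2 of 12). With siINO80#1 they were ACTB (8 of 16), UCHL5 (6 of 16) and RUVBL1 (5 of 16), and with siINO80#2 INO80D (1 of 16). MCRS1 itself did not change with siINO80#1 (-0.07, adjusted p = 0.69) or siINO80#2 (-0.14, adjusted p = 0.34). INO80B overlaps the readthrough gene INO80B-WBP1. Of the PRC2 genes, EZH2 was lower with siINO80#2 by -0.47 (adjusted p = 0.00055), by -0.43 relative to siINO80#1, and SUZ12 was lower with siINO80#2 by -0.60 (adjusted p = 2.8e-05) and with siINO80#1 by -0.20 (adjusted p = 0.034), which lost the threshold in 7 of 16 refits.

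Among the 3 siINO80#2 libraries, replicate C stood apart from A and B. Its chi-square per degree of freedom was 84.3 against A and 121 against B, where A against B gave 18.7, and its 10 largest genes took 20.4% of the reads, against 12.2% in each of the others. It was kept in all values above unless a fit left it out.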
